A study of Arabidopsis thaliana with 9 samples.

How the data were processed

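RNA sequencing measured gene expression in leaves of 3-week-old Arabidopsis thaliana plants of 3 genotypes, with 3 libraries per genotype. Per the labels, plants grew at 22 °C with 16 h of light and 8 h of dark, total RNA was extracted with a Takara kit, and libraries were made with an NEBNext Ultra RNA kit. The genotypes were wild type (WT, Col), and 2 mutants that the labels give as homozygous for an atxr5 allele: hyp/hyp carried 2 copies of the atxr6hyp allele, and hyp/c-1 carried 1 copy of atxr6hyp and 1 copy of atxr6c-1. Libraries were grouped by the genotype in the labels, and replicate numbers were taken from the library titles.

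The deposited table holds TPM, an expression measure scaled by gene length and library total, for 27655 genes in 9 libraries, and each library sums to 1000000, although its column headers speak of gene counts. Per the file headers, the feature identifiers belong to the Araport11 annotation. The aligner, the counting program, their versions, the treatment of strand and the genome build are not stated. All 9 columns matched 1 library each by name, and replicates were not pooled.

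Because TPM values are normalized, count tests were not used for the reported results. The size of 1 read was recovered from the low values of each library: multiplying TPM by gene length gave whole multiples of 1 unit per library. With the gene length taken as the whole span including introns, 99.98% of 191721 values above 0 were whole to within 0.02 of a read. With the summed exon length the share was 19.2%, and 3.81% among genes with introns or unlike lengths. The authors' TPM values therefore divide reads by the span of each gene, which lowers the TPM of genes with long introns relative to genes without, the same in each library. The median span was 1.40 times the exon length among genes with introns. It is not stated whether 1 unit is a read or a read pair, and units are called reads here. Recovered depth was 33262674, 30955133 and 29419262 reads in WT replicates 1, 2 and 3, then 28955104, 21238358 and 28247114 in hyp/hyp and 38664741, 28626974 and 29749855 in hyp/c-1. The floor of 3 reads in a gene of 2000 bp was 0.0825 to 0.149 TPM. Floors cover counting error only, since reads without molecular identifiers are not independent molecules.

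Gene names, descriptions and coordinates came from the RefSeq annotation of assembly TAIR10.1, matched on the locus identifier. Of the genes in the table, 27433 matched, and the 222 that did not included 210 organelle genes. Coordinates are those of TAIR10.1, 1-based. Among the matched genes, 27432 were annotated as protein-coding. Neither the table nor the annotation types genes as transposable elements, so a planned panel of transposable element genes and its odds ratios were not run. That left 9 of 12 planned panel tests, adjusted together.

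Values were tested on the scale log2(TPM + 1) with limma 3.58.1 in R 4.3.3. One model with a mean per genotype was fitted to the 9 libraries by lmFit, contrasts.fit and eBayes with an expression trend, which left 6 residual degrees of freedom. Genes with a mean of at least 1 TPM were tested, 17683 in all, and ATXR5 and ATXR6 were kept whatever their mean. P-values were two-sided and adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p-value under 0.05 and an absolute log2 difference of at least 1. A difference on the log2(TPM + 1) scale understates the change of genes near or under 1 TPM. Gene panels were tested with camera from limma, with the correlation between genes estimated from the data. The panels were lists of 19 DNA damage response genes, 20 genes of salicylic acid defence and 22 floral and meristem regulators. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, Biopython 1.88 and matplotlib 3.10.9 was used for the remaining steps.

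The grouping, the tests, the panels, the rule for named genes and the first set of alternatives were fixed before the data were examined. The named genes were ATXR5 and ATXR6, and in each comparison the 4 called genes with the highest positive and the 3 with the most negative log2 difference among those whose replicates did not overlap. Up to 6 called panel members were added for hyp/c-1 against hyp/hyp. The main model had no block for replicate number. The pairing of libraries comes from the replicate numbers in the titles alone, and the labels do not say what libraries with 1 number share. Whether numbers pair libraries was checked by the correlation, over genes, of the deviations of same-numbered libraries from their genotype means.

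The alternatives were a pseudocount of 0.1, no expression minimum, a mean of at least 5 TPM, quantile normalization, median-of-ratios scaling, rescaling to nuclear genes, only the 2 groups compared, a replicate block, eBayes without trend, calls by adjusted p-value alone, the fry rotation test for panels, and leaving out each library in turn. Further ones were chosen after seeing the data: limma voom on the recovered reads, TPM by summed exon length, a lowess correction for GC content or for gene length with a span of 0.3, reads thinned at random to 21238358 per library, weights per genotype estimated by limma, and the replicate block with the GC correction. Reads shared between similar genes were examined by the share of each gene's 50-mers found elsewhere in the assembly, and overlapping genes were listed.

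The model was tested on simulated data with the same dispersion of 0.02 in all genotypes. Of 200 genes changed by 1.5 on the log2 scale between the mutants among 17579 genes tested, 198 were called, or 99.0%, and 0 unchanged genes were called. With only the 6 mutant libraries in the model, 198 of the changed genes were also called. The changed genes were drawn from those with many expected reads. Because the simulated genotypes had equal spread, the simulation does not show how many false calls an unequal spread of the genotypes could give.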

Results

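The data comprised 9 leaf RNA-seq libraries of Arabidopsis thaliana, 3 each of WT, hyp/hyp and hyp/c-1. ATXR5 and ATXR6 encode histone methyltransferases that act on lysine residues of histone H3, and the study asked why hyp/c-1 plants show developmental abnormalities beyond those of hyp/hyp plants. Both mutants were compared with WT and then with each other. Recovered depth ranged from 21238358 to 38664741 reads per library, and the shallowest library was hyp/hyp replicate 2. The 10 most abundant genes took 12.1% to 14.9% of the TPM of each library. Values are given as mean ± SD over 3 libraries per genotype, and log2 differences with the standard error (SE) of the limma model.

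Libraries of 1 genotype correlated closely across the 17683 genes tested, on the log2(TPM + 1) scale. Pearson's r across genes was 0.994 to 0.995 between WT libraries, 0.980 to 0.993 between hyp/hyp libraries and 0.981 to 0.988 between hyp/c-1 libraries. It was 0.953 to 0.975 between hyp/hyp and WT, 0.956 to 0.972 between hyp/c-1 and WT, and 0.946 to 0.990 between the mutants. Genes are not independent replicates, so these values describe the libraries only. The chi-square statistic of the recovered reads divided by its degrees of freedom was 6.48 to 55.3 for the pairs of replicates, so no pair was as alike as 1 library deposited in duplicate would be. The median SD within a genotype was 0.0852 in WT, 0.124 in hyp/hyp and 0.163 in hyp/c-1 on the log2 scale. The first principal component, with 46.5% of the variance, placed WT at 31.9 to 38.3 and the 6 mutant libraries at −25.7 to −13.1. The second component, with 30.5%, placed hyp/hyp replicates 1, 2 and 3 at 2.74, 14.4 and 39.5 and hyp/c-1 replicates 1, 2 and 3 at −7.27, −17.9 and −41.4.

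**Figure D1:**
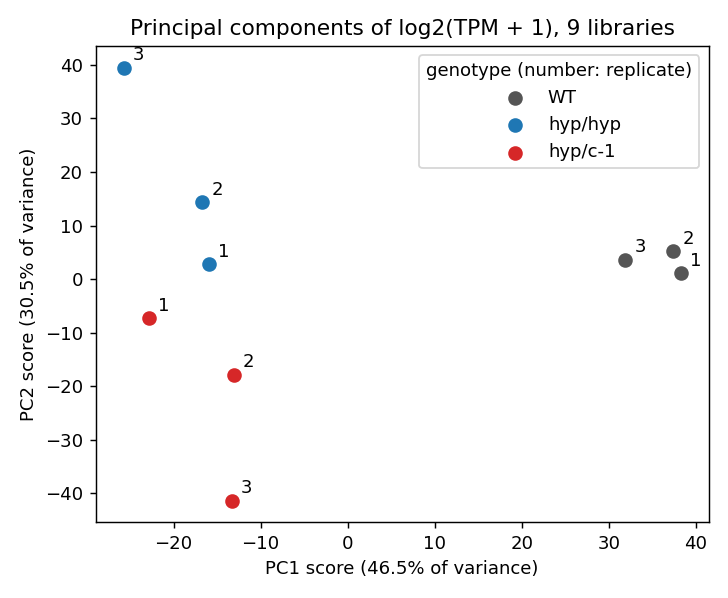
Scores of the 9 libraries on the first and second principal components of log2(TPM + 1), with 46.5% and 30.5% of the variance; each point is a library, coloured by genotype and marked with its replicate number. WT libraries sit at 31.9 to 38.3 on the first component, apart from all 6 mutant libraries, and the second component separates the mutants least for replicate 1 (2.74 and −7.27) and most for replicate 3 (39.5 and −41.4).

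The mutated genes were examined first, because their transcripts check the labels. ATXR5 (AT5G09790, chromosome 5, 3038978 to 3041206, minus strand) is a gene of 2229 bp including introns, and it had 4.28 ± 0.0811 TPM in WT, 1.83 ± 0.297 TPM in hyp/hyp and 1.64 ± 0.0885 TPM in hyp/c-1 (SD, n = 3 each). It had 132 to 151 reads in WT libraries, 44 to 64 in hyp/hyp and 50 to 68 in hyp/c-1. ATXR5 was 2.33-fold lower in hyp/hyp than WT (log2 difference −0.90, SE 0.11, adjusted p = 0.000596) and 2.62-fold lower in hyp/c-1 (log2 difference −1.0, SE 0.11, adjusted p = 0.000232). The difference between the mutants, −0.10 (SE 0.11, adjusted p = 0.578), was not larger than the replicate error. ATXR6 (AT5G24330, chromosome 5, 8295110 to 8297159, minus strand) is a gene of 2050 bp, and it had 1.33 ± 0.104 TPM in WT, 0.0692 ± 0.0604 TPM in hyp/hyp and 0.0312 ± 0.0336 TPM in hyp/c-1. It had 40 or 41 reads in each WT library, 0 to 3 in hyp/hyp and 0 to 2 in hyp/c-1. ATXR6 was at least 11.1-fold lower in hyp/hyp (log2 difference −1.13, SE 0.12, adjusted p = 0.000306) and at least 13.9-fold lower in hyp/c-1 (log2 difference −1.18, SE 0.12, adjusted p = 0.000164). All mutant libraries were at or under the floor of 3 reads, so a difference in ATXR6 between the mutants was not detectable at this depth (log2 difference −0.05, adjusted p = 0.811). The alternative that moved the ATXR6 differences from WT most was limma voom on the recovered reads, chosen after seeing the data, which gave −4.43 and −5.09. The transcripts of ATXR5 and ATXR6 separated both mutants from WT, but did not tell the mutants apart.

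In hyp/hyp against WT, 507 of 17683 genes were called, 417 higher and 90 lower in hyp/hyp. Without the minimum log2 difference, 3679 genes had an adjusted p-value under 0.05, 2033 higher and 1646 lower, so the share of higher genes was 55.3%, against 82.2% of the calls. The 3 hyp/hyp values lay wholly above or below the 3 WT values for 47.3% of the genes tested, against 10% by chance, and for 506 of the 507 calls. The median log2 difference over all tested genes was 0.06. In hyp/c-1 against WT, 566 genes were called, 462 of them higher and the rest lower, and 3605 had an adjusted p-value under 0.05, 1976 higher and 1629 lower. The replicates did not overlap for 38.3% of the genes tested and for 564 of the calls, and the median log2 difference was −0.02. With the replicate number as a block, 477 genes were called for hyp/hyp, of which 474 were also called without it, and 565 for hyp/c-1, of which 559 were also called without it. The correlation of deviations between same-numbered libraries averaged 0.0163 for hyp/hyp and WT and −0.113 for hyp/c-1 and WT. Among the alternatives that kept the calling rule, the hyp/hyp count moved most with a pseudocount of 0.1, which gave 740 calls, and the hyp/c-1 count with limma voom on the recovered reads, which gave 848.

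The calls of both mutants overlapped. Of the calls against WT, 284 were shared in direction, 251 higher and 33 lower, and 0 were called in opposite directions. The shared genes made up 56.0% of the hyp/hyp calls and 50.2% of the hyp/c-1 calls. A further 223 genes were called in hyp/hyp only, of which 196 had the same sign in hyp/c-1, and 282 were called in hyp/c-1 only, of which 272 had the same sign in hyp/hyp. Being called in 1 mutant only does not show a difference between the mutants: of the 789 genes called in either mutant, 48 were also called in hyp/c-1 against hyp/hyp. Across genes, Pearson's r of the log2 differences from WT was 0.73. Both sets of differences share the same WT libraries, which by itself raises r, the overlap and the counts with the same sign. How much it raises them was not estimated, so these values do not measure how far the mutants agree apart from the shared WT. With the replicate block, 284 genes were shared, 250 higher and 34 lower, of which 281 were among those shared without it, at pairing correlations of 0.0163 and −0.113.

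The highest positive differences from WT were in the same 4 genes in both mutants. AT2G11778 (chromosome 2, 4728072 to 4728239, an uncharacterized protein gene of 168 bp) was listed at 0 in all 3 WT libraries and had 561 ± 44 TPM in hyp/hyp and 437 ± 30.9 TPM in hyp/c-1, at least 468-fold and at least 365-fold higher than WT. The log2 differences were 9.13 (adjusted p = 2.63e-12) and 8.77 (adjusted p = 3.91e-12). AT2G18193 (chromosome 2, 7917413 to 7919345), annotated as a P-loop nucleoside triphosphate hydrolase, had 0.747 ± 0.0825 TPM in WT, 198 ± 11.8 TPM in hyp/hyp and 199 ± 12.9 TPM in hyp/c-1, 265-fold and 266-fold higher. SMR7 (AT3G27630, chromosome 3, 10230892 to 10231567), annotated as a cyclin-dependent kinase inhibitor, had 0.564 ± 0.331 TPM in WT, 134 ± 2.39 TPM in hyp/hyp and 141 ± 15.6 TPM in hyp/c-1. Its log2 differences were 6.45 and 6.52. KCS17 (AT4G34510, chromosome 4, 16491692 to 16493762), a 3-ketoacyl-CoA synthase gene, was at or under the floor in WT and had 41.6 ± 6.07 TPM in hyp/hyp and 43.1 ± 5.20 TPM in hyp/c-1, at least 427-fold and at least 443-fold higher.

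The most negative differences from WT in hyp/hyp were in MAF5 (AT5G65080), AT5G50915 and GER3 (AT5G20630). MAF5, a MADS-box gene, had 12 ± 1.45 TPM in WT and 1.36 ± 0.461 TPM in hyp/hyp (log2 difference −2.47), and 2.21 ± 0.434 TPM in hyp/c-1 (log2 difference −2.02). AT5G50915, a bHLH gene, had 12.8 ± 2.76 TPM in WT, 2.05 ± 0.736 TPM in hyp/hyp and 6.24 ± 4.33 TPM in hyp/c-1, and its log2 difference in hyp/hyp was −2.18 (adjusted p = 0.00343). GER3, which encodes germin 3, had 388 ± 50.1 TPM in WT, 99.1 ± 13.2 TPM in hyp/hyp and 159 ± 85.8 TPM in hyp/c-1, with a log2 difference of −1.96 in hyp/hyp (adjusted p = 0.00515). In hyp/c-1 the most negative were EXPA16 (AT3G55500), AT2G42170 and JMJD5 (AT3G20810). The expansin gene EXPA16 had 35.7 ± 3.29 TPM in WT, 13.2 ± 3.42 TPM in hyp/hyp and 3.89 ± 1.5 TPM in hyp/c-1 (log2 differences from WT −1.39 and −2.95). AT2G42170, of the actin family, had 12.7 ± 1.28, 2.89 ± 0.278 and 1.34 ± 0.354 TPM in WT, hyp/hyp and hyp/c-1 (log2 differences −1.82 and −2.56). JMJD5, annotated as an oxygenase, had 65.3 ± 17.7, 29.5 ± 11.1 and 12.1 ± 5.77 TPM (log2 differences −1.15 and −2.39).

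The 3 panels asked whether known pathways differed from WT. Of the 19 DNA damage response genes, 18 passed the expression minimum, and SMR5 did not. Their median log2 difference was 2.10 in hyp/hyp and 2.36 in hyp/c-1, with 16 of 18 genes higher than WT in each (camera adjusted p = 0.00115 for both). In hyp/hyp 15 members were called, all higher, and in hyp/c-1 16, all higher; the counts were the same with p-values adjusted over the panel alone. BARD1 and WEE1 were not higher than WT. The range over members was −0.30 to 6.45 in hyp/hyp and −0.30 to 6.52 in hyp/c-1. Between the mutants the median difference was 0.09, with 18 of 18 genes higher in hyp/c-1 by 0.01 to 0.42, and no member was called. The panel did not pass (limma's camera, unadjusted p = 0.0503, adjusted p = 0.151). With the replicate block the DNA damage response medians were unchanged by construction and camera gave adjusted p-values of 0.0104 for both mutants against WT and 0.229 between the mutants, at pairing correlations of 0.0163, −0.113 and −0.120. The alternatives that moved this panel most between the mutants, voom on the recovered reads and a gene length correction, gave medians of 0.16 in both cases with adjusted p = 0.0255 and 0.020, and over 23 alternatives the adjusted p-value ranged from 0.020 to 0.283. When a mutant library was left out, 13 to 18 of the 18 genes were higher in hyp/c-1. The 19 tested of 20 salicylic acid defence genes had medians of 0.57 in hyp/hyp (14 of 19 higher, adjusted p = 0.336), 0.54 in hyp/c-1 (17 of 19 higher, adjusted p = 0.336) and −0.07 between the mutants (8 of 19 higher, adjusted p = 0.762). Of these, 4 were called higher in hyp/hyp and 4 in hyp/c-1 (5 adjusted over the panel alone). Between the mutants, 2 were called higher in hyp/c-1, and adjustment over the panel alone added WRKY53, lower in hyp/c-1 by a log2 difference of −1.07. With the block, camera gave adjusted p = 0.231, 0.229 and 0.688 for the same comparisons. Of the 22 floral and meristem regulators, 7 were tested, with medians of 0.01 in hyp/hyp (4 of 7 higher, adjusted p = 0.336), −0.08 in hyp/c-1 (2 of 7 higher, adjusted p = 0.336) and −0.02 between the mutants (3 of 7 higher, adjusted p = 0.762). With the block these were 0.229, 0.229 and 0.688. MAF5 was the only tested member called against WT in either mutant. MAF4 was also lower than WT, by −0.94 in hyp/hyp (limma adjusted p = 0.000412) and −0.96 in hyp/c-1 (adjusted p = 0.000246). Both differences were under the minimum for a call. The other 15 members were under the expression minimum and were not tested. In 3 of them, named after their values were seen, all 6 mutant libraries lay above all WT libraries, and 0 lay wholly below. FLC (AT5G10140) had 13 to 34 reads in WT libraries, 66 to 69 in hyp/hyp and 38 to 63 in hyp/c-1, 4.13-fold and 2.5-fold more TPM than WT. KNAT1 (AT4G08150) had 0 or 1 reads in WT libraries, 13 to 26 in hyp/hyp and 12 to 40 in hyp/c-1, at least 7.52-fold and at least 7.69-fold higher. STK (AT4G09960) had 0 reads in WT, 4 to 6 in hyp/hyp and 14 to 23 in hyp/c-1, at least 2.21-fold and at least 5.97-fold higher. The panel medians therefore leave out these 3 genes. The floral medians for hyp/hyp against WT and between the mutants changed sign under quantile normalization, to −0.10 and 0.06.

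**Figure D2:**
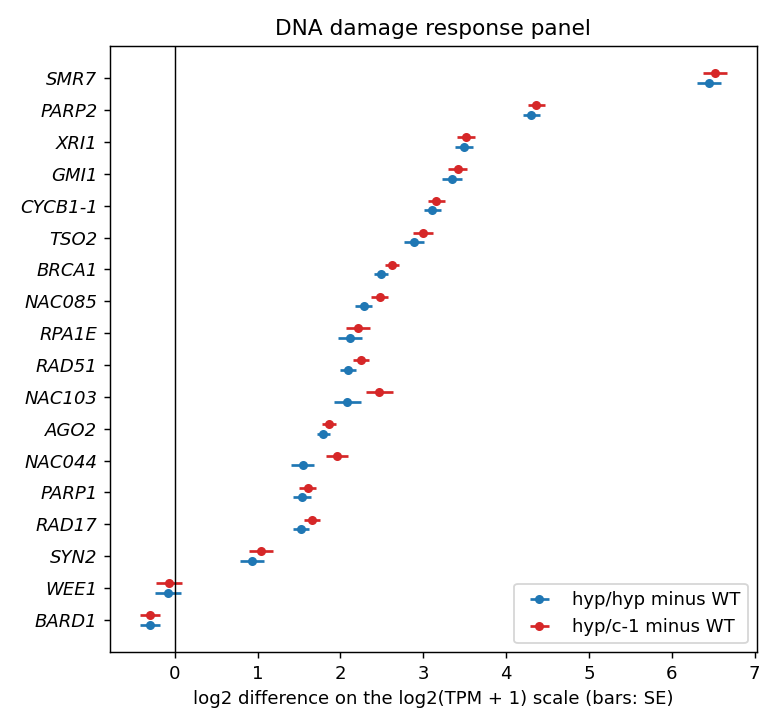
Log2 difference from WT with its standard error for each of the 18 tested DNA damage response genes, for hyp/hyp and hyp/c-1, on the log2(TPM + 1) scale; a point is the limma estimate for a genotype of 3 libraries against 3 WT libraries. In both mutants 16 of 18 genes lie above 0, the highest being SMR7 at 6.45 and 6.52, and hyp/c-1 exceeds hyp/hyp by 0.01 to 0.42 for each gene, a difference whose sign held for 13 to 18 genes when a mutant library was left out.

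The comparison of hyp/c-1 with hyp/hyp addresses the stated purpose of the study. In the model of 9 libraries, 92 genes were called, 40 higher and 52 lower in hyp/c-1, and 502 genes had an adjusted p-value under 0.05. All 92 had replicates that did not overlap between the mutants, as did 23.8% of all genes tested, against 10% by chance. Of the 92, 44 were called in neither mutant against WT, and 5 were among the 284 shared calls. With the replicate number as a block, 0 genes were called at the same thresholds and the lowest adjusted p-value was 0.0579; 3730 genes had an unadjusted p-value under 0.05, including all 92. Same-numbered libraries did not deviate together: the correlation of their deviations was −0.188, 0.10 and −0.272 for replicates 1, 2 and 3, on average −0.120. With only the 6 mutant libraries in the model, which replaces the spread pooled with WT by that of the mutants, 0 genes were called and 3254 had an unadjusted p-value under 0.05. This model and the replicate block leave fewer residual degrees of freedom than the 6 of the main model, which by itself can raise p-values. Leaving out 1 mutant library at a time gave 1 to 323 calls. The comparison of single genes between the mutants was therefore not stable to the choice of model or library, unlike the comparisons with WT.

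**Figure D3:**
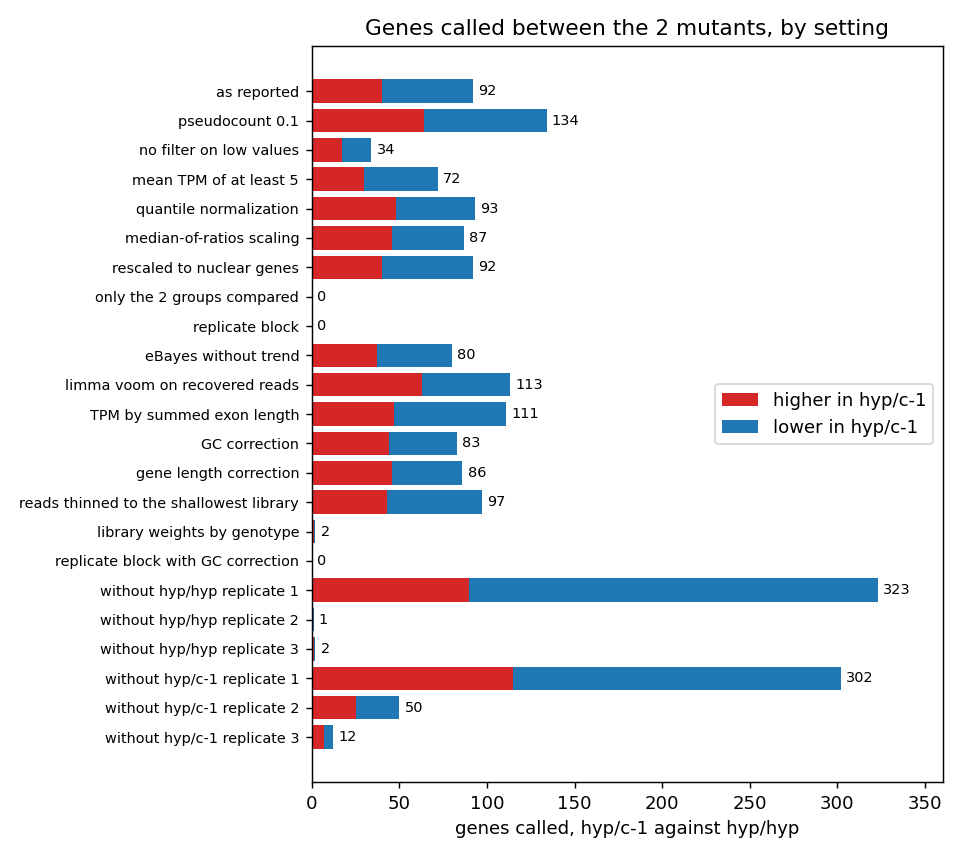
Number of genes called in hyp/c-1 against hyp/hyp under each setting, as bars that start at 0 and stack genes higher and lower in hyp/c-1; the setting without a minimum log2 difference (502 genes) is not drawn. The count was 92 as reported, 0 with the replicate block or with only the 2 mutants in the model, 2 with weights per genotype, and from 1 to 323 when a library was left out.

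Among the 92 calls, the genes with the highest positive difference between the mutants were AT1G13650, SQP1, WRKY38 and SK9. AT1G13650 (chromosome 1, 4680290 to 4682382, uncharacterized) had 7.15 ± 4.79 TPM in hyp/hyp, 34.5 ± 16.9 TPM in hyp/c-1 and 8.97 ± 2.90 TPM in WT (log2 difference between the mutants 2.20, SE 0.49, adjusted p = 0.0474). SQP1 (AT5G24150, chromosome 5, 8172300 to 8175525), annotated as an oxidoreductase, had 10.1 ± 5.05 and 39.9 ± 11 TPM in hyp/hyp and hyp/c-1 and 13.4 ± 3.45 TPM in WT (1.96, SE 0.33, adjusted p = 0.0274). WRKY38 (AT5G22570) had 4.84 ± 1.0, 19.1 ± 5.61 and 4.73 ± 1.24 TPM in hyp/hyp, hyp/c-1 and WT (1.76, SE 0.22, adjusted p = 0.0190). SK9 (AT3G21850), an SKP1-like gene, had 0.173 ± 0.30, 2.80 ± 0.704 and 0.156 ± 0.175 TPM (1.71, SE 0.21, adjusted p = 0.0190), and its value is uncertain because 25.6% of its 50-mers occur elsewhere in the genome. The most negative were AT3G02840, PP2-A5 (AT1G65390) and AT2G25297. AT3G02840, an ARM repeat gene, had 54.7 ± 46.5, 7.99 ± 2.71 and 9.39 ± 3.41 TPM in hyp/hyp, hyp/c-1 and WT (−2.34, SE 0.51, adjusted p = 0.0445), and it overlaps AT3G02850 and a noncoding RNA gene, so reads of these genes cannot be told apart without strand. PP2-A5 had 18.6 ± 12.8, 3.04 ± 1.19 and 10.6 ± 1.61 TPM (−2.12, SE 0.40, adjusted p = 0.0348). AT2G25297 had 20.3 ± 17.6, 3.23 ± 0.945 and 6.77 ± 2.61 TPM (−2.06, SE 0.46, adjusted p = 0.0474). Among the panel members, NIMIN1 (AT1G02450) was also called, at 7.63 ± 0.760, 18.6 ± 6.63 and 11.1 ± 2.63 TPM (1.13, SE 0.24, adjusted p = 0.0398). With the replicate block the adjusted p-values of these 8 genes were 0.0579 to 0.108, at the pairing correlation of −0.120. EXPA16 differed between the mutants by −1.56 (adjusted p = 0.0246) and AT2G42170 by −0.74 (adjusted p = 0.0275), the latter under the minimum difference for a call.

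**Figure D4:**
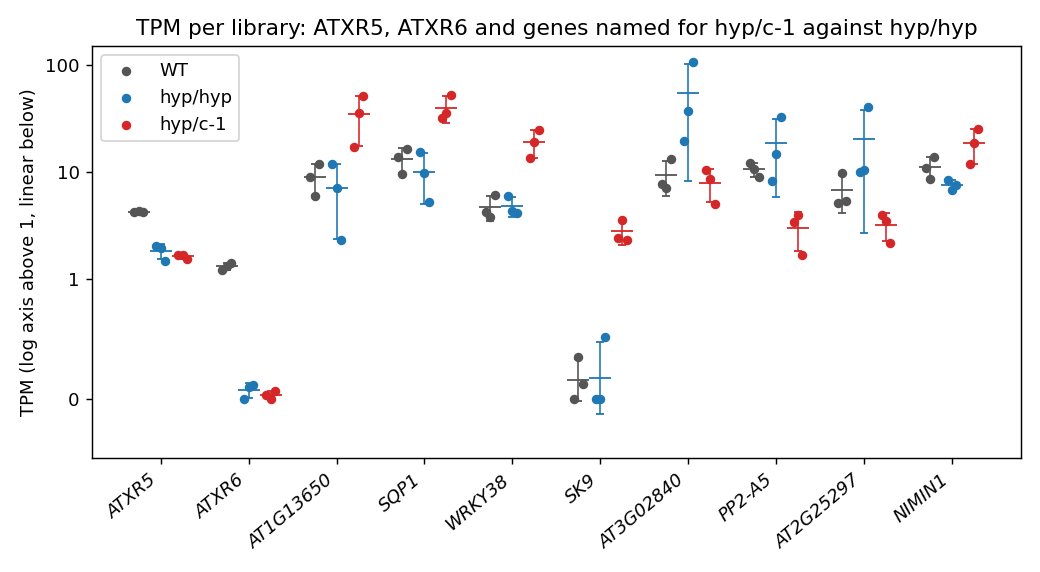
TPM of ATXR5, ATXR6 and the 8 genes named for the comparison of the mutants, with a dot per library and the mean ± SD of 3 libraries per genotype; the axis is logarithmic above 1 TPM and linear below. ATXR6 lies near 0 in all 6 mutant libraries, and AT3G02840 shows the spread of hyp/hyp, at 54.7 ± 46.5 TPM.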

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

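Splits of the samples, thinning of the low genes and shared 50-mers were chosen before their results were seen; the tests of touch and wound, time of day, GC content, gene length, depth of the 92 calls, TPM scaling, pooled spread, exchanged labels and the splits into 6 and 3 libraries were chosen only after the result was seen.

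The 92 genes called between hyp/c-1 and hyp/hyp stand out because they are a tested difference between groups whose calls against WT overlapped. Technical explanations were weighed first. Scaling of TPM was examined by median-of-ratios scaling, under which 73 of the 92 genes were called again. Limma voom on the recovered reads called 63 of the 92 again, and testing without an expression minimum 34. GC correction left 73, gene length correction 72, and thinning of reads to the shallowest library 82. These corrections moved the called genes little: GC correction changed their differences by −0.03 to 0.06 and length correction by 0.02 to 0.09, about as much as the median gene (0.06 and 0.05), against a median size of 1.16. They speak against a smooth trend with GC content or length as the main cause, and not against a bias of single genes. Some scalings changed the split of direction. As reported 43.5% of the calls were higher in hyp/c-1, against 52.9% with median-of-ratios scaling, 53% with GC correction and 53.5% with length correction. Rescaling to nuclear genes gave 43.5%, and TPM by summed exon length 42.3%. Reads shared with similar genes concern 7 of the 92, which had at least 10% of their 50-mers elsewhere in the genome, against 4 of 200 random tested genes. Of the 10 ways to split the 6 mutant libraries into groups of 3, only the real one gave as many calls (1 of 10). The fair comparison is with the 4 splits that part all same-numbered pairs, of which 1, the real one, gave as many. The other 6 splits part only 1 pair. A share under 1 in 10 cannot be reached with 3 libraries against 3, so this does not exclude a grouping by accident.

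Some explanations remain open for the 92 genes. The pooled spread is 1 of them: when limma weighted the genotypes by their own spread (1.93 for WT, 0.914 for hyp/hyp and 0.568 for hyp/c-1), 2 of the 92 genes were left. The count may therefore rest on the low spread of WT, although with the replicate block, which keeps WT in the model, 0 genes passed and 3730 had an unadjusted p-value under 0.05. The block leaves fewer residual degrees of freedom than the 6 of the main model, so its 0 calls do not decide this. Another open explanation is mixed-up labels of the mutants. The highest number of genes with an unadjusted p-value under 0.05 among the other splits of the 6 mutant libraries was 4211, in the split that exchanges replicate 1 of both mutants, against 4432 for the labels as given, and 0 genes were called there. ATXR5 and ATXR6 transcripts do not tell the mutants apart, and the replicate 1 libraries of both mutants correlate at 0.990, above any pair of hyp/c-1 replicates (0.981 to 0.988). Against an exchange, hyp/hyp replicate 1 correlates most with hyp/hyp replicate 2 (0.993), and that pair had the lowest chi-square per degree of freedom among pairs of mutant replicates (6.92). An exchange of those libraries is thus not shown, and these data do not fully exclude it.

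Another candidate explanation is a touch or wound response that differed between harvested plants. A score of 17 touch and wound marker genes, averaged per library, was 5.91 ± 0.452 in hyp/hyp, 4.87 ± 0.275 in hyp/c-1 and 5.21 ± 0.294 in WT (SD, n = 3). The genes called lower in hyp/c-1 that are not markers (51 genes) had a median correlation of 0.663 with this score among libraries of the same genotype, after removal of genotype means. The 95th percentile of 10000 random lists matched on expression was 0.313, and 48 of the 51 correlations were positive. The 40 genes called higher had a median of −0.501, and all tested genes had a median of 0.183. The random lists were not matched on the spread among replicates, so the relation is not shown to be specific to touch or wounding. Since genotype means were removed, this relation comes from variation among replicates. The lower calls may thus include genes that vary with handling or stress of the plants, and the difference of the score between the mutants, −1.04, had an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. Whether the genotype itself changes this response was not tested apart from handling. A further one is time of day at harvest, which the labels do not give. An index of evening minus morning clock genes differed by −0.98 between hyp/c-1 and hyp/hyp (exact permutation p = 0.1, again the smallest possible), and a shift in harvest time cannot be told apart from a genotype effect on the clock. The 92 genes cannot be called biological on this evidence.

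The named genes carry the same uncertainty. AT1G13650 (2.20), SQP1 (1.96), WRKY38 (1.76), SK9 (1.71) and NIMIN1 (1.13) were higher in hyp/c-1, and AT3G02840 (−2.34), PP2-A5 (−2.12), AT2G25297 (−2.06), EXPA16 (−1.56) and AT2G42170 (−0.74) were lower, each by a test of the difference between the mutants. EXPA16 and AT2G42170 differed from WT in both mutants, with the change in hyp/c-1 exceeding that in hyp/hyp. In the model with weights per genotype 2 genes were called, and none of AT1G13650, SQP1, WRKY38, SK9, AT3G02840, PP2-A5, AT2G25297 and NIMIN1 was among them. SK9 rests on 20 to 29 reads per hyp/c-1 library and 0 to 4 in WT and hyp/hyp libraries, and 25.6% of its 50-mers occur elsewhere, so its reads might belong in part to other SKP1-like genes. The large SD of AT3G02840, PP2-A5 and AT2G25297 in hyp/hyp reflects unequal libraries, and these genes may be among those that follow the touch and wound score (median correlation 0.663 for the lower calls).

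Another signal came from genes under the expression minimum, which the comparisons did not use. Of 9840 such genes, 46 had more than 3 reads in every hyp/hyp library and 0 reads in every WT library, against 1 gene in the reverse direction. For hyp/c-1 the counts were 73 and 1. At 1 read or more in place of more than 3, the asymmetry was weaker: 172 against 28 for hyp/hyp and 237 against 25 for hyp/c-1. Of the 10 splits of the 6 libraries concerned, 1 (the real split) gave as many genes with more than 3 reads in each case. The highest count among the other splits was 0 for hyp/hyp and 2 for hyp/c-1. The real split is 1 of the 4 that part all same-numbered pairs, the other 6 part 1 pair, and 10 splits cannot give a share under 0.1. Depth does not account for it: with all libraries thinned to the shallowest, 44 and 58 genes met the same rule, 37 and 50 of them among the 46 and 73, against 1 and 1 in reverse. Shared sequence touches 12 of the 46 and 10 of the 73, which had at least 10% of their 50-mers elsewhere, and the rest did not reach that share. Of the 46 and 73 genes, 5 and 4 are named for transposons. In 37 genes every mutant library had more than 3 reads and every WT library had 0. Of the 84 ways to split the 9 libraries into 6 and 3, counted in either direction, 1 (the real split) gave as many, and the highest among the others was 2. The real split parts all WT libraries from both same-numbered mutants, as do 27 of the splits, in which 3 different replicate numbers stand apart. The highest of the others among these 27 was 1, and the remaining splits part fewer same-numbered pairs. An accident of grouping does not account for these 37 genes, although growth, harvest or tissue that differed between WT and both mutants was not tested. A candidate explanation is release of silencing in the mutants, which is a hypothesis here.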

How the results depend on the processing

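The alternatives were planned except voom, TPM by exon length, the GC and length corrections, thinning, weights per genotype and the block with GC correction, which were chosen after seeing the data. Every alternative chosen beforehand was run except those of the transposable element panel and its odds ratios, which were not run. Causes are given only where a value shows them; otherwise the cause was not tested.

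The comparisons with WT were stable. Over 23 alternatives the hyp/hyp count was 358 to 740 and the hyp/c-1 count 366 to 848 wherever the minimum log2 difference was kept, and calls by adjusted p-value alone gave 3679 (55.3% higher, against 82.2% as reported) and 3605 (54.8% higher, against 81.6%), 2083 of them shared and in the same direction. A mean of at least 5 TPM gave 366 calls for hyp/c-1 and 187 shared calls, against 566 and 284. Leaving out a library gave 395 to 662, 495 to 652 and 263 to 302. ATXR5 and ATXR6 were lower than WT with adjusted p-values under 0.05 under all 22 alternatives. The DNA damage response panel passed against WT under all 23, with medians of 1.95 to 2.89 and 2.18 to 3.05.

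The count between the mutants was the least stable. It was 34 without an expression minimum, 502 by adjusted p-value alone (67.5% higher in hyp/c-1, against 43.5% of the 92), 0 with only the 2 groups compared, 0 with the replicate block, 0 with the block and GC correction, and 2 with weights per genotype. The genes with an unadjusted p-value under 0.05 numbered 3254, 3730, 4004 and 3488 in the last 4, and the lowest adjusted p-values were 0.0946, 0.0579, 0.0549 and 0.0326. The models with a block or with only the 2 groups left fewer residual degrees of freedom than the 6 of the main model. In simulated data with only the 6 mutant libraries 198 of 200 changed genes were called. The simulated change was 1.5 at a dispersion of 0.02, against a median size of 1.16 for the 92 genes. The simulation therefore does not show whether 6 libraries are enough to call genes like the 92. With 1 dispersion for all genotypes, it does not test the effect of their unequal spread either. Leaving out a library gave 1 to 323 calls. Other scalings gave 83 to 113 calls. The share of higher calls rose to 51.6% with quantile normalization (93 calls), 52.9% with median-of-ratios scaling and 55.8% with voom. It was 43.5% with rescaling to nuclear genes (92 calls) and 42.3% with TPM by summed exon length (111 calls). The median difference of all genes between the mutants, −0.06 as reported, was 0.00 under quantile normalization, and −0.10 without hyp/c-1 replicate 1.

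The DNA damage response difference between the mutants passed under 6 of 23 alternatives. These were, with the median log2 difference, quantile normalization (0.14), median-of-ratios scaling (0.15), fry (0.0865), voom (0.16), GC correction (0.14) and length correction (0.16). The adjusted p-values of camera or fry were 0.020 to 0.283 over all alternatives. With 1 library left out the median log2 difference was 0.0361 to 0.121, and the panel passed in none of these fits.

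Of the other panels, the floral medians and the salicylic acid median between the mutants were near 0 as reported and changed sign under at least 1 alternative. Salicylic acid defence stayed higher than WT, at 0.34 to 0.77 in hyp/hyp and 0.35 to 0.58 in hyp/c-1. For floral regulators in hyp/c-1 against WT, the sign changed in 1 of 23 alternatives. That median became −0.29 with a mean of at least 5 TPM and −0.24 with GC correction. For floral regulators in hyp/hyp against WT, the median of 0.0118 became −0.25 with a mean of at least 5 TPM, −0.10 with quantile normalization, −0.0325 with median-of-ratios scaling, −0.0256 with voom, −0.10 with GC correction with or without the block, −0.0239 with length correction and −0.0448 with thinning. Between the mutants it became 0.0581, 0.0123, 0.0065, 0.0062 (with or without the block) and 0.0422 with quantile, median-of-ratios, voom, GC and length. The salicylic acid median between the mutants became 0.0130 with median-of-ratios scaling. With 1 library left out the medians were −0.0370 to 0.0554, −0.18 to 0.0223 and −0.0725 to 0.0154 for floral regulators in hyp/hyp, hyp/c-1 and between the mutants, and −0.17 to 0.0473 for salicylic acid defence between the mutants. The fry test, which tests each panel on its own, passed salicylic acid defence against WT in hyp/hyp (0.57) and hyp/c-1 (0.54), adjusted p = 0.0116 for both against ranges of 0.0116 to 0.567 and 0.0116 to 0.469, and floral regulators (0.0118 and −0.0789), adjusted p = 0.00411 for both against ranges of 0.00411 to 0.997 and 0.00411 to 0.934.

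The ATXR6 difference between the mutants, −0.05, became 0.0284 with quantile normalization and 0.0046 with GC correction with or without the block; with 0 to 3 reads per library, depth limits it. Of 482 values of the named genes other than ATXR5 and ATXR6 under an alternative, 400 passed as reported and 0 reversed. The remaining 82 kept their direction but no longer passed, all of them between the mutants. For the genes named between the mutants, they ranged from 5 of 20 values (SK9) to 17 of 22 (AT1G13650). Depth limits AT2G11778, KCS17, SK9 and SMR7 too, since their lower groups had 0 to 8 reads per library, near the floor of 3 reads.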

Other observations

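The splits of the samples, the gene-poor regions, the transposon-named genes and the shared 50-mers were chosen as tests before their results were seen, and the tests of time of day, of touch and wound markers, of position near ATXR6, of the squalene epoxidase-like cluster and of replicate number were chosen only after the result was seen.

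The comparisons with WT were set against other splits of their 6 libraries. For the 507 and 566 calls, 1 of 10 splits gave as many, the real one, and the highest count among the others was 0, with up to 519 and up to 956 genes at an unadjusted p-value under 0.05 against 6282 and 5889. The same held among the 4 splits that part all same-numbered pairs (1 of 4), while the other 6 splits part 1 pair. For the DNA damage response panel the real split had the lowest camera p-value in all 3 comparisons (1 of 10 each). For salicylic acid defence 3, 2 and 9 of 10 splits had a p-value as low in hyp/hyp, hyp/c-1 and between the mutants, and for floral regulators 3, 3 and 7. Among the 4 splits parting all pairs the counts were 1, 1 and 1, then 1, 1 and 3, then 2, 2 and 2. With 10 splits no share can fall under 0.1, so the split counts by themselves do not exclude an accident of grouping. For the calls and the DNA damage response panel against WT, other values argue against it. Pairs of libraries within a genotype correlated at 0.980 to 0.995, and pairs of a mutant and a WT library at 0.953 to 0.975. Of the 18 damage response genes, 15 in hyp/hyp and 16 in hyp/c-1 were called higher, and 2 in each were lower than WT without a call. For the other panels and between the mutants an accident stays open.

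A clock index of evening minus morning genes (6 evening and 4 morning genes) was 5.57 ± 0.101 in WT, 4.18 ± 0.374 in hyp/hyp and 3.20 ± 0.584 in hyp/c-1 (SD, n = 3), a difference from WT of −1.39 in hyp/hyp and −2.37 in hyp/c-1. A candidate explanation is that mutant leaves were harvested at another time of day than WT leaves, and another is an effect of the genotype on the clock. These data cannot tell them apart, and whether the calls against WT follow this index was not tested.

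Genes higher than WT lay in gene-poor regions more often than other genes. A gene was counted as gene-poor when at most 213 genes of the table lay within 500 kb on either side, which held for 10.1% of the genes tested. Of the 417 higher calls in hyp/hyp 81 were gene-poor (19.4%, odds ratio 2.19, 95% confidence interval 1.69 to 2.82, adjusted Fisher's exact p = 4.93e-08), and of the 462 in hyp/c-1 90 (19.5%, odds ratio 2.21, interval 1.73 to 2.80, adjusted p = 1.14e-08). Lists matched on mean expression had a median of 43 and at most 68 gene-poor genes for hyp/hyp, and 47 and at most 72 for hyp/c-1, over 10000 lists each. The mean was taken over all libraries, so the raised mutant values entered the matching. Low mean expression therefore does not explain the excess, but expression in WT was not matched, and low expression in WT stays open. Shared sequence does not explain the excess: 7 of 80 and 6 of 89 such genes with sequence had at least 10% of their 50-mers elsewhere. Between the mutants 4 of 40 higher and 7 of 52 lower calls were gene-poor, near the background. Of the 37 genes under the minimum that had over 3 reads in all 6 mutant libraries and 0 in WT, 27 were gene-poor (73.0%, against 17.8% of the 6000 read genes under the minimum and at most 15 in matched lists), and 7 of the 37 share 50-mers. Those lists were matched on mean reads over all libraries and not on reads in WT. A hypothesis is that both mutants express genes of regions that are silent in WT, which may be heterochromatin, but chromatin was not measured here. Genes named for transposons gave 0 of the 417 higher calls in hyp/hyp and 0 of the 462 in hyp/c-1. Matched lists also had a median of 0 such genes in both comparisons. Only 11 such genes were tested, too few to tell.

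SQP1 lies 122.2 kb from ATXR6, so a position linked to the ATXR6 alleles was tested. Of 155 genes within 500 kb of ATXR6, 43 had an unadjusted p-value under 0.05 between the mutants (27.7%, against 25% of the 17528 genes elsewhere, odds ratio 1.15, Fisher's exact p = 0.456), and 2 were called, SQP1 and CYP71B12 (Fisher's exact p = 0.193). Among genes at an unadjusted p-value under 0.05, no excess around ATXR6 was seen. For the calls the odds ratio was 2.53, and 2 calls are too few to show or exclude an excess. Reads shared in the squalene epoxidase-like cluster were tested by SQE6, the tested copy whose difference was farthest from that of SQP1. SQE6 was also higher in hyp/c-1, by 0.41 (adjusted p = 0.0414, under the minimum difference for a call), against 1.96 for SQP1, and AT5G24155 by 1.27 (adjusted p = 0.0613). The copies thus moved in the same direction by unequal amounts, and SQP1 has 0.1% of its 50-mers elsewhere, so shared reads are an unlikely source of the SQP1 difference.

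Same-numbered libraries of the mutants differed most for replicate 3. The SD over genes of the log2 difference between same-numbered hyp/c-1 and hyp/hyp libraries was 0.248, 0.316 and 0.597 for replicates 1, 2 and 3, and their correlation across genes was 0.990, 0.985 and 0.946. The touch and wound score differed by −0.58, −0.73 and −1.81, and the clock index by −0.38, −0.49 and −2.08. A difference in handling or harvest time that was largest for replicate 3 is a candidate explanation for part of the 92 calls, since the median correlation of the lower calls with the touch and wound score within genotypes was 0.663. The order of harvest is not in the labels, and deviations of same-numbered mutant libraries correlated at −0.120 on average, so a trend over replicates is not shown. No test here separates such a difference in handling or harvest from the genotype.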
